A study of Mus musculus with 48 samples.

How the data were processed

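The measurement was ATAC-seq, in which the Tn5 transposase inserts adapters into accessible chromatin and the sequenced fragments mark open sites. It was made on OT-1 CD8 T cells, which carry a T cell receptor for an ovalbumin peptide, recovered from B16-OVA tumours, a mouse melanoma line expressing ovalbumin. Per the study's protocol, donor cells expressing Cas9 received a guide RNA by a lentiviral vector with a fluorescent reporter, were transferred into young or aged mice, and were sorted from tumours 15 days after inoculation. Sorted cells of several mice were pooled into replicates, with 5000 to 50000 cells for each combination of perturbation and state, and reads were 50 bases long from each end. Which mice went into which pool, and whether the states of a perturbation came from the same mice, was not recorded in the material used. The perturbation groups are Zfp219, Dusp5 and a control that the labels call OTC; OTC is used here only as that name. The letters A and Y in the sample titles were read as aged and young hosts.

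Groups and replicate numbers came from the sample titles. The 48 libraries fall into 21 groups, 15 of 2 libraries and 6 of 3. Sorted states are named as in the labels and were gated on Slamf6 and Tim-3 (the product of Havcr2): Tprog is positive for Slamf6 alone, Ttran for both, Tterm for Tim-3 alone and Ttad for neither. The Ttad libraries analysed here are all from aged hosts.

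The deposited table holds a signal for 53868 peaks in each library, which the authors normalized, per the file headers and the values. In every library the values were whole multiples of a single step, so the step is the worth of 1 read and whole reads were recovered for 100% of values. The step of each library equals the inverse of its median of ratios to the geometric mean over peaks, so the deposited values are read counts divided by that factor. The aligner, the peak caller, the treatment of duplicates and the shift of insertion sites were not recorded in the material used. No genome build was named either. Of 21896 protein-coding genes in the GRCm38.p6 RefSeq gene table, 50.0% had a boundary inside a peak, against 7.88% to 8.42% after shifting the table by 5000 to 100000 bases, so peak coordinates were read as GRCm38.

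A peak was assigned to the protein-coding gene whose body it overlapped, or else to the nearest gene body within 100 kb. The plan had named the nearest transcription start site, but the gene table gives no strand, so gene bodies were used. By this rule 51108 peaks had a gene and 34587 overlapped its body. Exon, intron and untranslated-region positions were not used here. Peaks on unplaced scaffolds numbered 110 and were kept. The largest of them, 45855 bp wide, held 0.375% to 1.86% of the normalized reads of a library, and read placement on such sequence is uncertain.

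Reads in peaks per library ran from 5638413 to 29942755 with a median of 14691505. Counting intervals cover counting error only, because sequenced reads without molecular identifiers are not independent molecules. Between replicates of a group, the chi-square of the reads per degree of freedom was 2.83 to 4.63 over 33 pairs, with a median of 3.39.

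The main test was limma (version 3.58.1, R 4.3.3) on log2(value + 1), with lmFit and eBayes with a trend, all 48 libraries in the fit and a mean for each group. Adjusted p is Benjamini-Hochberg over all 53868 peaks, and a peak was called at an adjusted p under 0.05. Fold changes are on the log2(value + 1) scale, which understates changes of weak peaks. The alternatives were a pseudocount of 8, removal of the weakest 25% of peaks, rescaling by the median of ratios, quantile normalization, a fit of the compared groups alone, library quality weights, a replicate block, and edgeR's quasi-likelihood test (version 4.0.16) with TMM factors on the recovered whole reads. A fit of a single value per group and a fit after random thinning of all libraries to the smallest total were added after the data were examined. The design, the comparisons, the named-peak rule and the other alternatives were fixed before the data were examined.

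Simulated reads were drawn for the 53868 peaks from real means and library factors with the spread of replicates set to 3 times counting noise, and 200 peaks were changed 2-fold in Zfp219 libraries. For a comparison of 2 against 2 libraries limma called 48.5% of the changed peaks with 21 false calls, and edgeR called 48.0% with 6. For the mean over 4 states limma called 82.5% with 15 false calls, and edgeR called 83% with 18. With no changed peak, limma made 56 false calls in the Dusp5 against OTC comparison of aged Ttad, against 0 by edgeR. Apart from the changed peaks, all simulated libraries had the same means and noise multiple, so they differed only in library factor, which follows depth. How depth led to these calls was not tested. In that comparison 10.3% of unchanged peaks had an unadjusted limma p under 0.05. For the mean of Dusp5 against OTC over aged states, also with no changed peak, limma and edgeR made 2 false calls each.

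Scores summarise a library along a difference between states. A signature was fitted in libraries outside the comparison, keeping peaks with an adjusted p under 0.05 and a log2 fold change of at least 1 in size. The score is the mean log2(value + 1) over peaks higher in the state named first minus the mean over those lower. Scores were compared by exact permutation tests with labels exchanged within state, with both tails counted, and p was adjusted over the 5 score comparisons. The unit exchanged was the single library, so these p-values do not measure the spread between independently repeated experiments.

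Peaks named in the text followed a rule: every peak assigned to a targeted gene, the strongest peak of each of 16 fixed loci, and for each comparison the 3 largest rises and 3 largest falls among called peaks with a mean of at least 10 and no overlap between the libraries of the groups, within each state for averaged comparisons; the absence of overlap was not required for differences between effects. Of the 10 melanocyte genes and 10 myeloid genes listed as markers of other cells, 5 and 7 had a peak. A list of 10 heat-shock genes was written after the data were examined. Motif tests had been planned and were not run, since no genome sequence was used here.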

Results

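Chromatin accessibility was measured by ATAC-seq in 48 libraries of CRISPR-perturbed OT-1 CD8 T cells sorted from B16-OVA tumours 15 days after inoculation. Aged hosts gave 24 libraries, 2 for each of 3 perturbation groups (OTC control, Zfp219, Dusp5) in each of 4 sorted states (Tprog, Ttran, Tterm, Ttad). Young hosts gave the other 24, with 2 libraries per perturbation group for Tprog and 3 for Ttran and for Tterm. Reads in the 53868 peaks of the deposited table ranged from 5638413 to 16159054 per aged library and from 6589023 to 29942755 per young library. Peaks had a median width of 899 bp, and 50071 had at least 1 read in every library.

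Replicate libraries lay close together. Pearson's r of log2(value + 1) across peaks was 0.932 to 0.978 over the 33 pairs within groups and 0.867 to 0.975 over the 1095 pairs between groups; peaks are not independent replicates. Beyond a constant multiple of counting noise, with a median of 3.29, replicates differed by a coefficient of variation of 1.17% to 3.78%. The limma tests measure differences against this spread between the 2 or 3 replicate libraries of each group. They do not measure the spread between independently repeated experiments.

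Principal component 1 held 24.5% of the variance and component 2 held 12.9%. Among OTC libraries, component 1 separated Tprog, at a mean of -111 in aged and -56.7 in young hosts, from Tterm, at 14.1 and 87.7. Aged OTC Ttad lay between them at -63.9 and aged OTC Ttran at -26.8. On component 2 each young group lay higher than the aged group of the same state and perturbation. Aged Zfp219 Ttad lay at -16.1 on component 1 and -22.6 on component 2, against -63.9 and -60.8 for aged OTC Ttad, with standard deviations of at most 1.76 over 2 libraries each.

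**Figure D1:**
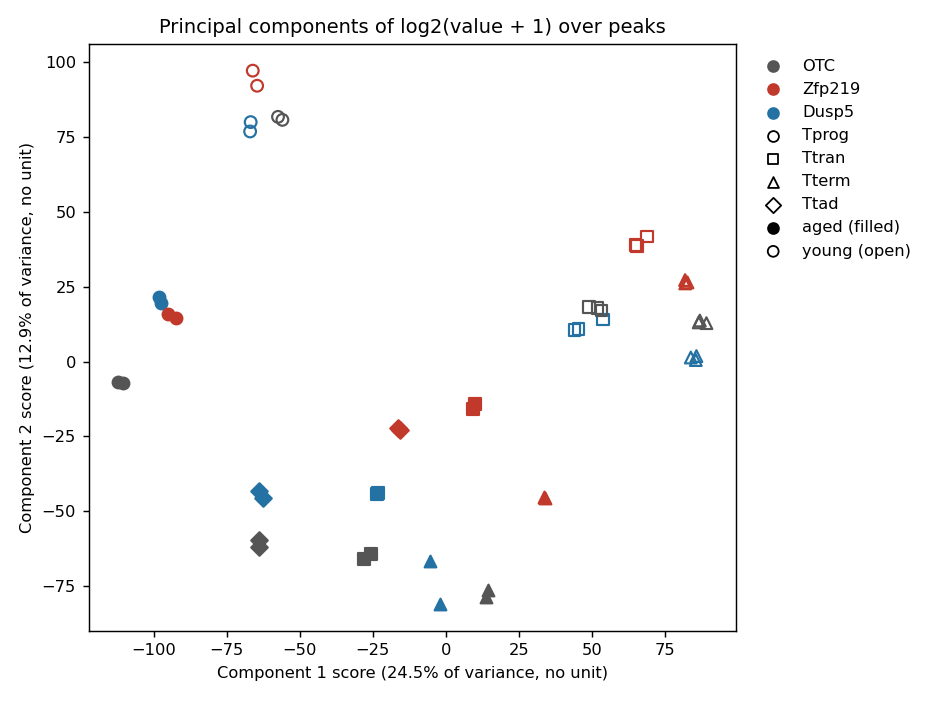
Scores of the 48 libraries on principal components 1 and 2 of log2(value + 1), with 24.5% and 12.9% of the variance on the axes; colour gives the perturbation group, marker shape the sorted state, and filled or open markers the aged or young hosts. Each library lies nearest to a replicate of its own group except replicate 1 of young Dusp5 Ttran, which lies nearer to young OTC Ttran, and aged Zfp219 Ttad (filled red diamonds) sits at -16.1 on component 1 against -63.9 for aged OTC Ttad.

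The targeted genes were examined first. Of 2 peaks assigned to Zfp219 (chromosome 14, 52008652 to 52009248, within the gene body, and 52022700 to 52023497, 1560 bp from it), neither was called in any of the 18 tests of Zfp219 against OTC, 3 of which had an unadjusted limma p under 0.05; log2 fold changes ran from -0.26 to 0.48. The stronger peak had 537 ± 9.93 (SD, n = 2) normalized reads in aged Zfp219 Ttad and 501 ± 40.2 (SD, n = 2) in aged OTC Ttad. Of 17 peaks assigned to Dusp5, 11 of 153 tests of Dusp5 against OTC passed the threshold, 10 of them lower, and 30 of 153 tests of Zfp219 against OTC did, 28 of them lower. The strongest in the gene body (chromosome 19, 53528476 to 53530901) was lower in aged Dusp5 Tterm than in aged OTC Tterm, at 882 ± 24.6 against 1095 ± 29.7 (SD, n = 2 each), a log2 fold change of -0.31 (SE 0.08, limma adjusted p = 0.0187). Accessibility of these loci therefore did not separate the libraries by their label, and the editing itself was not measured here.

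The first question was how the sorted states differ within control cells. In aged OTC libraries limma called 3921 peaks between Ttad and Tterm (1627 higher and 2294 lower in Ttad, 1531 with a log2 fold change of at least 1 in size). Between Ttad and Tprog 3531 peaks were called (2058 higher, 1473 lower), and between Ttad and Ttran 4171 (1629 higher, 2542 lower). Tprog and Tterm differed at 10806 peaks in aged (4783 higher in Tprog) and 14279 in young OTC libraries (7512 higher in Tprog). Of the alternatives, the fit of the compared groups alone moved the comparison of Ttad with Ttran most, to 1456 peaks. With state differences measured across the 3 perturbation groups of aged hosts, a single value per group and 6 residual degrees of freedom, 14814 peaks differed between Tprog and Tterm, 4389 between Ttad and Tterm and 1104 between Ttran and Tterm.

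**Figure D2:**
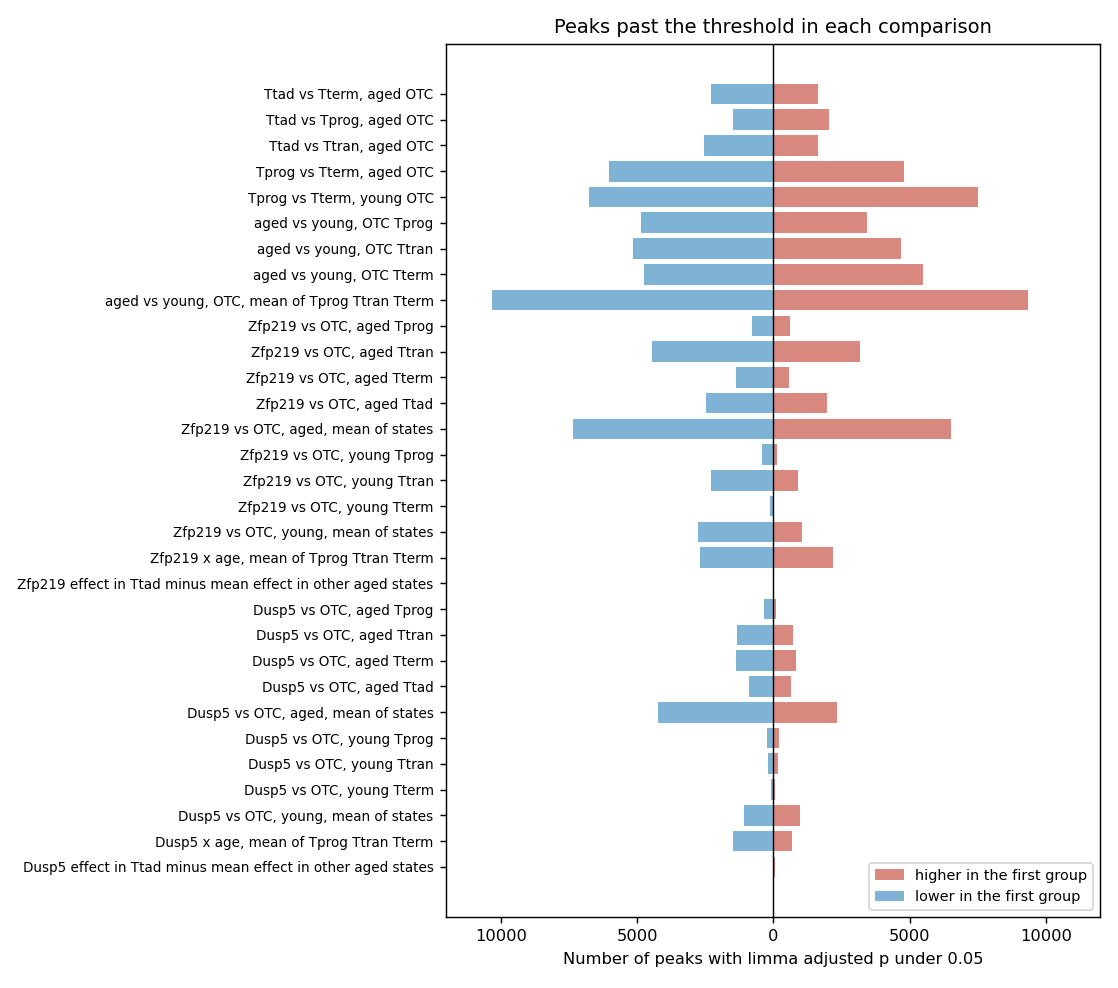
Number of peaks with a limma adjusted p under 0.05 in each comparison, with peaks higher in the group named first to the right of 0 and lower ones to the left; for the last kinds of comparison the bar counts peaks whose perturbation effect differs between ages or between Ttad and the other aged states. The difference between aged and young OTC libraries averaged over states has 19651 peaks and that of Zfp219 against OTC averaged over aged states has 13893.

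At the sorting markers, the strongest Havcr2 peak (chromosome 11, 46452770 to 46455391, overlapping the gene) had 554 ± 44 normalized reads in aged OTC Tprog, 879 ± 77 in Ttad and 1281 ± 99 in Tterm (SD, n = 2 each); the log2 fold change of Ttad against Tterm was -0.54 (SE 0.08, adjusted p = 1.34e-06). The strongest Slamf6 peak (chromosome 1, 171915612 to 171916427, 1031 bp from the gene) had 492 ± 20 in Ttad and 342 ± 34 in Tterm (log2 fold change 0.53, SE 0.15, adjusted p = 0.0169). It was not called between Ttad and Tprog (log2 fold change -0.15, SE 0.15, adjusted p = 0.67). Of the 6 Slamf6 peaks, 2 were called between Ttad and Tprog, each lower in Ttad. Ttad, sorted as negative for both markers, held a level at Havcr2 between those of Tprog and Tterm. The strongest Entpd1 peak (chromosome 19, 40659633 to 40662398, overlapping the gene) was lower in Ttad than in Tterm (log2 fold change -0.99, SE 0.12, adjusted p = 7.91e-10). Over the 16 fixed loci with 177 peaks, 47 passed the threshold between Ttad and Tterm over all peaks tested and 71 adjusted over the list alone. Between Tprog and Tterm the numbers were 98 and 109 in aged, and 109 and 116 in young OTC libraries. All 6 Slamf6 peaks, all 7 Id3 peaks and 10 of 12 Tcf7 peaks were higher in young Tprog than in young Tterm.

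The largest rise between aged OTC Ttad and Tprog was at a peak inside Thy1 (chromosome 9, 44046603 to 44047436), with 4748 ± 193 against 129 ± 8.7 normalized reads (SD, n = 2 each). The log2 fold change was 5.20 (SE 0.14, limma adjusted p = 3.41e-52). This peak followed neither state nor age alone. Its highest values were all in aged OTC and aged Zfp219 groups, as set out among the observations. Between Ttad and Tterm the largest falls reached the floor of 3 reads. A peak on chromosome 14 (25259526 to 25260017, with no gene within 100 kb) had 0 reads in both Ttad libraries, and was at least 3.97-fold lower than in Tterm, where the libraries had 19.2 and 20.7 normalized reads. Between young Tprog and Tterm the largest rise was inside Unc80 (chromosome 1, 66552411 to 66553074), with 152 ± 7.38 (SD, n = 2) against 1.55 ± 1.7 (SD, n = 3) normalized reads (log2 fold change 6.16, SE 0.60, adjusted p = 1.41e-14).

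The next question was how host age relates to accessibility in control cells of the same state. Aged and young OTC libraries differed at 8293 peaks in Tprog, 9862 in Ttran and 10202 in Tterm. Averaged over the 3 states, 19651 peaks were called, 9338 higher and 10313 lower in aged hosts, of which 3751 had a log2 fold change of at least 1 in size. With a single value per group and 2 residual degrees of freedom, 13164 peaks were called. Of these, 13158 were called by limma on all libraries in the same direction. Both ages carry sample-sheet numbers 1 to 24 on the same lane label, so each age has a sample sheet of its own and the sheet and the age cannot be told apart. The largest rise with no overlap in any state was at a peak 29198 bp from Tdpoz2 (chromosome 3, 93621767 to 93622344), with 101 ± 22.4 (SD, n = 6) against 10.5 ± 6.28 (SD, n = 8) normalized reads (log2 fold change 3.23, SE 0.30, adjusted p = 6.21e-16). The largest fall was 74371 bp from Hibadh (chromosome 6, 52471584 to 52471859), with 4.07 ± 6.15 (SD, n = 6) against 21.4 ± 4.9 (SD, n = 8) (log2 fold change -2.88, SE 0.50, adjusted p = 1.38e-06). The strongest Entpd1 peak was lower in aged libraries (log2 fold change -0.56, SE 0.06, adjusted p = 5.10e-12) and the strongest Slamf6 peak higher (0.90, SE 0.08, adjusted p = 2.64e-16). Over the fixed loci 82 of 177 peaks were called, and 85 adjusted over the list alone.

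The effect of each perturbation was then measured against OTC cells of the same age and state. In aged hosts, Zfp219 libraries differed from OTC at 1378 peaks in Tprog, 7656 in Ttran, 1922 in Tterm and 4432 in Ttad. Averaged over the 4 states there were 13893 peaks, 6534 higher and 7359 lower, 944 of them with a log2 fold change of at least 1 in size. After quantile normalization the higher peaks were the larger part, 7326 of 13724. Leaving out replicate 1 of every aged group in this comparison moved the count most, to 6549. A single value per group gave 7599 peaks (2770 higher, 4829 lower), 7576 of them called from all libraries in the same direction. In young hosts, Zfp219 libraries differed at 537 peaks in Tprog, 3167 in Ttran and 148 in Tterm, and at 3811 in the average (1036 higher, 2775 lower). A fit of the compared groups alone gave 35, 892 and 1378 in these young states, so their order is not settled. The largest fall in the aged average with no overlap in any state was inside Mapk14 (chromosome 17, 28706776 to 28707026), with 10.9 ± 7.7 against 51.7 ± 14.7 normalized reads (SD, n = 8 each; log2 fold change -2.43, SE 0.31, adjusted p = 3.68e-10). The largest rise was inside Asrgl1 (chromosome 19, 9116264 to 9116725), with 22.4 ± 10.7 against 5.14 ± 4.92 (SD, n = 8 each; log2 fold change 2.31, SE 0.40, adjusted p = 2.91e-06). In young hosts a peak inside Ly86 (chromosome 13, 37345413 to 37346166) had the largest fall (log2 fold change -3.03, SE 0.51, adjusted p = 8.97e-06), and it also had the largest fall in young Dusp5 libraries (-3.46, SE 0.51, adjusted p = 9.00e-07), both against the same OTC libraries.

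For Dusp5 the aged comparisons gave 447 peaks in Tprog, 2047 in Ttran, 2215 in Tterm and 1552 in Ttad, and 6585 in the average (2344 higher, 4241 lower). The aged Ttad count was 843 by edgeR, and quantile normalization moved the share of higher peaks there from 653 of 1552 to 413 of 780. Young Dusp5 libraries differed from OTC at 421 peaks in Tprog, 348 in Ttran and 147 in Tterm, with 2057 in the average (968 higher, 1089 lower). A fit of the compared groups alone gave 58, 225 and 1200 in these young states. In aged hosts that fit gave 624 in Tprog, 745 in Ttran, 764 in Tterm and 169 in Ttad. The order of the states is therefore not settled for Dusp5. The largest fall in the aged average was 66157 bp from Edn1 (chromosome 13, 42374147 to 42374849), with 25.3 ± 7.95 against 104 ± 48.9 normalized reads (SD, n = 8 each; log2 fold change -1.90, SE 0.21, adjusted p = 4.94e-11). Both perturbations were compared with the same control libraries. Across peaks, the aged averages of Zfp219 and Dusp5 correlated at r = 0.463. Unchanged groups simulated with shared controls gave a mean r of 0.526. In young libraries the values were 0.410 and 0.411. Real changes particular to either perturbation would lower r, so this comparison cannot decide whether the perturbations share an effect. In aged libraries 3587 peaks were called for both, 3428 of them in the same direction, which shared controls also favour.

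Whether a perturbation effect differs by host age was tested as an interaction over Tprog, Ttran and Tterm. For Zfp219 4906 peaks passed (2205 higher and 2701 lower in aged hosts relative to young), and for Dusp5 2156 did (684 and 1472). With a single value per group the counts were 1225 and 352. Whether the effect in aged Ttad differs from the mean effect in the other aged states gave 28 peaks for Zfp219 and 91 for Dusp5. By edgeR the counts were 13 and 16.

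Scores placed aged libraries along the young Tprog to Tterm difference, with 4171 peaks higher and 2555 lower in the signature. The score of Zfp219 libraries differed from that of OTC libraries by -0.21 on average over the 4 states (exact permutation test, two-sided, p = 0.00154, the smallest the 1296 arrangements can give; adjusted p = 0.00278). The difference was -0.11 in Tprog, -0.21 in Ttran, -0.08 in Tterm and -0.43 in Ttad, with no overlap between the 2 libraries of each group in any of the 4 states. Dusp5 libraries scored higher by 0.08 on average (exact permutation p = 0.00309, adjusted p = 0.00386), with a difference of 0.22 within Tterm and of at most 0.05 within each other state; under quantile normalization the difference was 0.05 with an exact permutation p of 0.0648. A Ttad to Tterm score from aged Dusp5 libraries (319 peaks higher, 295 lower) was higher in aged OTC Tprog, at 2.10, than in aged OTC Ttad, at 1.11, so it does not mark Ttad apart from Tprog. On it Zfp219 libraries differed from OTC by -0.33 (exact permutation p = 0.00154, the smallest possible; adjusted p = 0.00278), with no overlap in any of the 4 states and a difference of -0.63 in Ttad. On a score from aged Zfp219 libraries (255 peaks higher, 395 lower), no difference between Dusp5 and OTC was detected (-0.01, exact permutation p = 0.642, adjusted p = 0.642). A further Ttad to Tterm score came from aged Zfp219 and aged Dusp5 libraries together (400 peaks higher, 520 lower). On it aged OTC libraries scored higher than young ones by 0.63 over Tprog, Ttran and Tterm, with no overlap in any state. The exact permutation p was 0.00167, the smallest the 600 arrangements can give (adjusted p = 0.00278). Aged OTC Tprog libraries scored 2.16 and 2.17 on it and aged OTC Ttad libraries 1.12 and 1.06. This score therefore does not mark Ttad apart from Tprog either. All these permutations exchanged single libraries, and replicates lay close together, so a difference between pools of mice could also give the smallest p.

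**Figure D3:**
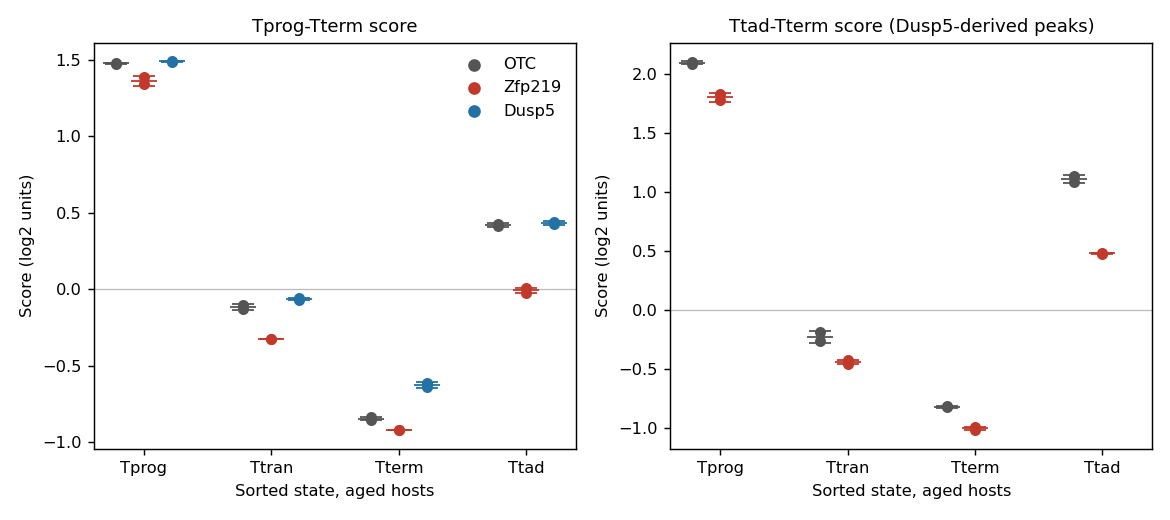
Score of each aged library in log2 units by sorted state, for OTC (grey), Zfp219 (red) and Dusp5 (blue) cells; points are single libraries, horizontal marks the mean of 2 libraries and bars the standard deviation. Left, the Tprog-Tterm score from young OTC libraries; right, the Ttad-Tterm score from aged Dusp5 libraries, on which Zfp219 Ttad had a mean difference of -0.63 from OTC Ttad.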

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

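The splits of the libraries and the correlations between ages and states were chosen beforehand; the single value per group was chosen after the result was seen.

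For Zfp219 the effect differed between aged and young hosts at 4906 peaks, by limma's test of the difference itself. Among 100 splits of the same libraries drawn within age and state, 3 gave as many peaks, the real one included, and the largest other split gave 7915. For either perturbation, exchanging the labels in a single age tests the sum of the effects rather than their difference. The splits therefore do not show what an absent interaction would give. With a single value per group 1225 peaks remained past the threshold, all of them among the 4906 in the same direction. Depth and sample sheet differ between the ages, and which mice went into which library was not recorded in the material used, so an interaction may reflect differences between pools of mice or host age; these cannot be told apart. The change in aged libraries correlated with that in young ones at r = 0.096 across peaks, which are not independent replicates. Peaks called in both ages moved the same way at 1461 and opposite ways at 322. Host age stays open as a biological explanation.

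For Dusp5 the effect differed between ages at 2156 peaks. Of 100 splits 2 gave as many, the real one included, and the largest other split gave 2694; a single value per group left 352. The correlation between ages, again with Ttad in the aged average only, was 0.061. Of peaks called in both averages, 457 moved the same way and 191 opposite ways. Within Tprog, Ttran and Tterm the correlation was 0.019, 0.027 and 0.034. For both perturbations a criterion written beforehand read such values, and the correlations between states, as for or against pool differences. By that criterion pool differences fitted for Dusp5, where the correlation of 1 of 6 pairs of aged states was negative (the lowest -0.039), and nothing was decided for Zfp219, where the 6 ran from 0.238 to 0.366. After these outcomes were seen the reading for Dusp5 was changed to undecided, because states of a perturbation may come from the same mice and counting noise lowers every correlation. A reader who keeps the criterion as first written should take pool differences as the likely source of the Dusp5 changes.

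The effect in aged Ttad differed from the mean effect in the other aged states at 28 peaks for Zfp219 and 91 for Dusp5. By edgeR the counts were 13 and 16, and a pseudocount of 8 gave 11 and 31, so these counts depend on the test and the pseudocount. False calls were not simulated for these differences, and neither a technical nor a biological explanation was tested. The peak inside Thy1 described among the other observations is among the 3 largest falls for Zfp219.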

How the results depend on the processing

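The single value per group and the thinning of reads were chosen after seeing the data; the other alternatives were not. Counts of called peaks were compared with the main count, and a count within 1.5 times of it was taken as unmoved. Rescaling by the median of ratios left all 31 counts as they were by construction, since the deposited values already carry that factor, and so says nothing about stability. Removal of the weakest 25% of peaks and a replicate block moved none of the 31 counts beyond 1.5 times; replicate numbers did not pair libraries across groups, as correlations of residuals over 105 pairs ran from -0.015 to 0.017, so the block is of little use as a test.

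With a pseudocount of 8, the peaks whose effect in Ttad differed from that in the other aged states numbered 11 for Zfp219 and 31 for Dusp5, and the other 29 counts stayed within 1.5 times. Quantile normalization gave, for Zfp219 against OTC, 1202 peaks in aged Tterm and 86 in young Tterm, and 14 for its Ttad difference. For Dusp5 against OTC it gave 1291 in aged Ttran, 1130 in aged Tterm and 780 in aged Ttad. edgeR on whole reads gave 276 for Zfp219 and 318 for Dusp5 in young Tterm, 843 for Dusp5 in aged Ttad, and 13 and 16 peaks for the Ttad differences of Zfp219 and Dusp5. The cause was not tested.

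A fit of the compared groups alone gave 1456 peaks between Ttad and Ttran. For Zfp219 it gave 3680 in aged Tterm, 35 in young Tprog, 892 in young Ttran, 1378 in young Tterm and 11 for the Ttad difference. For Dusp5 it gave 745 in aged Ttran, 764 in aged Tterm, 169 in aged Ttad, 58 in young Tprog, 225 in young Ttran, 1200 in young Tterm and 8 for the Ttad difference. Library quality weights gave 1470 between Ttad and Ttran. For Zfp219 they gave 3913 in aged Tterm, 304 in young Tprog, 1614 in young Ttran and 1496 in young Tterm. For Dusp5 they gave 803 in aged Tprog, 1134 in aged Ttran, 1375 in aged Tterm, 369 in aged Ttad, 157 in young Tprog, 1428 in young Tterm and 8 for the Ttad difference. Counts moved both ways under these settings. The fit of the compared groups alone, which uses no weights, lowered the count for Dusp5 in aged Ttad, where weights were 0.69 and 0.72. It also lowered that for Zfp219 in young Ttran, with weights of 0.49 to 0.60 for Zfp219 and 0.81 to 1.66 for OTC. It raised both counts in young Tterm, where weights ran from 1.28 to 1.86. These moves go with unequal spread between libraries, which the main fit does not allow for. The cause was not tested further. The counts of perturbation effects within single states are therefore loose, with the widest move in young Tprog for Zfp219, from 537 to 35.

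Thinning every library to the smallest total lowered all 31 counts, 22 of them by more than 1.5 times, as fewer reads give less power. Ttad differed at 2442 peaks from Tterm, 1909 from Tprog and 2089 from Ttran. Zfp219 gave 738 in aged Tprog, 1237 in aged Tterm, 2671 in aged Ttad, 246 in young Tprog, 1654 in young Ttran, 67 in young Tterm, 2452 in the young average, 3090 for the difference between ages and 4 for the Ttad difference. Dusp5 gave 229 in aged Tprog, 937 in aged Ttran, 987 in aged Tterm, 482 in aged Ttad, 4169 in the aged average, 207 in young Tprog, 182 in young Ttran, 1225 in the young average, 1268 for the difference between ages and 18 for the Ttad difference.

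With a single value per group, so that the spread is that of the effect between states, Zfp219 gave 7599 peaks in aged hosts, 1141 in young hosts and 1225 for the difference between ages. Dusp5 gave 1696, 407 and 352. This test has 4 to 8 residual degrees of freedom for these comparisons. The age difference in OTC libraries gave 13164, within 1.5 times of the main count, with only 2 residual degrees of freedom.

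Leaving out a replicate lowered the number of libraries along with the counts. The averages ran from 12339 to 18052 for age in OTC libraries, with the lowest without replicate 1, from 6549 to 6980 for aged Zfp219 and from 3075 to 3230 for aged Dusp5. Young Zfp219 ran from 1592 to 2395 and young Dusp5 from 551 to 982, both lowest without replicate 2. The differences between ages ran from 1383 to 3919 for Zfp219 and from 487 to 1470 for Dusp5, lowest without replicate 2 as well. In young Ttran the counts ran from 1863 to 3005 for Zfp219 and from 129 to 302 for Dusp5, both lowest without OTC replicate 3. In young Tterm they ran from 38 to 58 for Zfp219, lowest without Zfp219 replicate 1, and from 60 to 86 for Dusp5, lowest without Dusp5 replicate 1.

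Of the scores, the Tprog-Tterm difference of Dusp5 fell short of the threshold under quantile normalization, at 0.0514 (exact permutation p = 0.0648); the cause was not tested. The Ttad-Tterm difference of Dusp5, which was not past the threshold, ran from -0.0437 to 0.0176 over the fits that each left out a replicate, and changed sign to 0.0176 without aged Dusp5 replicate 2 and to 0.0124 without aged OTC replicate 2. The remaining 3 scores kept their direction and their side of the threshold under every alternative run. The 3 largest rises and falls of each of the 31 comparisons make 186 pairs of a peak and a comparison, some with the same peak. In 1302 tests of these pairs under alternatives, 154 fell short of the threshold and 1148 did not. That 0 changed direction says little, because the pairs were chosen for large changes and the fit of the compared groups alone leaves every fold change as it was, as the block and the weights do for most comparisons. The peaks of the targeted genes and of the fixed loci were not recomputed under the alternatives.

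The share of peaks that rose among those called moved by over 10 points under quantile normalization for Dusp5 in aged Tterm, from 836 of 2215 to 587 of 1130, in aged Ttran, from 730 of 2047 to 596 of 1291, and in aged Ttad, from 653 of 1552 to 413 of 780. edgeR moved the last the other way, to 263 of 843. For Zfp219 in young Tterm it moved from 43 of 148 to 34 of 86 under quantile normalization and to 109 of 276 by edgeR. For the Ttad differences it moved from 19 of 28 to 8 of 14 for Zfp219 and from 64 of 91 to 47 of 80 for Dusp5 under quantile normalization, and to 14 of 16 for Dusp5 by edgeR. With smaller moves, quantile normalization also changed which direction was the more frequent for Zfp219 in the aged average (from 6534 of 13893 to 7326 of 13724 higher) and for Dusp5 in the young average (from 968 of 2057 to 839 of 1535). It did so as well for Dusp5 in young Tprog (from 205 of 421 to 218 of 416) and for young Tprog against Tterm (from 7512 of 14279 to 6862 of 13967). With a single value per group the share that rose fell by over 10 points for Zfp219 in the aged average, to 2770 of 7599. For the difference of the Zfp219 effect between ages it fell from 2205 of 4906 to 405 of 1225. For Dusp5 in the aged average it fell from 2344 of 6585 to 433 of 1696. The balance of rises and falls in these comparisons is therefore not settled.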

Other observations

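The tests on replicate noise, the sequencing run, the shift against age, the Thy1 peak and the heat-shock list were chosen only after the result was seen. For pool differences, a mixture of states, DNA of other cells and the heat-shock list, the reading or the value that decides it was altered after the outcome was known, as said where each is given.

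Replicates differed by a multiple of counting noise that was nearly the same for weak and strong peaks: the chi-square per degree of freedom rose 1.16-fold from the weakest to the strongest 20 percent of peaks while reads rose 43.6-fold. Beyond that multiple the median coefficient of variation was 1.95%, far under what independent pools of mice would need under the prediction made for them, several percent of squared variation. Values at 2 reads were 1.18 times the mean of those at 1 and 3 reads, a ratio that fell steadily to 1.03 at 12 reads. There were 10417, 15609 and 15990 values at 1, 2 and 3 reads, and this uneven rise can itself lift the first ratio. From 4 to 12 reads, values at even counts outnumbered those at either neighbouring count. Mates or duplicates counted as separate reads are thus a candidate explanation for the multiple. Either way, replicates are closer than separate groups of animals would be under that prediction, and tests against them may call differences between pools.

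Other splits of the libraries rarely gave as many peaks. Of 100 splits, 1, the real one, gave as many for the average of Zfp219 in aged hosts, as did 1 for Zfp219 in young hosts, 1 for Dusp5 in aged hosts, 1 for Dusp5 in young hosts and 1 for age in OTC libraries. The largest other splits gave 9733, 842, 4038, 255 and 11727 peaks. Mixed splits put unlike libraries together, which lowers the difference and widens the spread, whatever sets the groups apart. The real split would therefore stand out for differences between pools as well as for perturbation or age. In young Ttran and Tterm, 1 of the 10 splits of 6 libraries gave as many for Zfp219 and likewise for Dusp5, a share that this design cannot bring under 0.1.

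For Zfp219 against OTC in aged libraries, called peaks kept 0.991 of their log2 fold change at the median after thinning, and 90.2% were called in the same direction after quantile normalization; for Ttad against Tterm the values were 0.978 and 88.1%. Random thinning leaves the expected ratio between groups as it was, so 0.991 and 0.978 do not speak against depth. After thinning to equal totals, 10034 of the 13893 peaks for Zfp219 and 2170 of the 3921 for Ttad were still called in the same direction. Unequal totals alone therefore do not account for those calls. Properties of a library that go with its depth were not tested. The overall shape of the libraries is unlikely as the whole cause of either comparison. The melanocyte list stood at percentile 4.04 of random lists for Zfp219 and 78.8 for Ttad, and the myeloid list at 84.4 and 10.4. These were at first read as evidence against tumour or myeloid DNA. They are left undecided, a change made after the values were seen, because only 5 of 10 and 7 of 10 listed genes have peaks. For Dusp5 in aged hosts the melanocyte median was -0.32, outside the -0.16 to 0.20 of random lists, over 8 peaks. For age in OTC libraries the melanocyte and myeloid lists lay at percentiles 64.2 and 17.7.

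Pool differences were also weighed for the aged perturbation effects, with the correlations of 0.096 for Zfp219 and 0.061 for Dusp5 between ages given above; they may account for part of either effect.

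Aged and young libraries each use the same 24 sample-sheet numbers, so the sheet cannot be told apart from host age. Heat-shock loci had a median log2 fold change of -0.74 in aged against young OTC libraries, against -0.09 to 0.11 for random lists, with 24 of 29 peaks lower. Group means over 18 peaks inside these genes ran from 9.64 to 10.1 log2 units in young and from 8.17 to 9.23 in aged groups. A stress response during handling of one set of samples may explain this, but the list was chosen after seeing these peaks, and host age stays open. Within aged hosts the list also lay outside random lists, at a median of -0.17 for Zfp219 against OTC (random -0.10 to 0.07) and 0.09 for Dusp5 against OTC (random -0.11 to 0.01), so a difference between the ages alone does not cover it and the perturbation comparisons are touched too. The deciding value was at first the percentile among random lists, which was 0, and was then replaced by the median.

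Aged Zfp219 libraries lay nearer to young libraries than aged OTC ones did. Across peaks the Zfp219 effect in aged hosts correlated at r = -0.31 with the aged minus young difference of Dusp5 libraries, which share no library with it, against -0.07 for the Zfp219 effect in young hosts. The Dusp5 effect in aged hosts correlated at -0.12 with the age difference of Zfp219 libraries. Of the peaks called in aged hosts, 68.3% moved opposite to the age difference of the other perturbation's libraries for Zfp219 and 63.3% for Dusp5, so the shift is not particular to Zfp219 by this measure. By state the values were -0.14 in Tprog, -0.19 in Ttran and -0.19 in Tterm for Zfp219, and -0.13, 0.01 and -0.05 for Dusp5, so in Tprog the perturbations were alike. This is consistent with a shift of aged Zfp219 cells against the age difference, as a hypothesis; a difference in handling between sets could give it too.

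Ttad lay between Tprog and Tterm on component 1, which a mixture of the other states could give. In aged OTC libraries 132 peaks were lower in Ttad than in each other state and 10 were higher. A criterion written beforehand, applied to the 10 higher peaks, read them as few and in favour of a mixture. After that outcome the lower peaks were used instead and the question was left undecided. By the same criterion 16 peaks were lower in Ttad of Zfp219 libraries and 82 in Ttad of Dusp5 libraries, of which 0 and 3 were among the 132; with so few called, this neither repeats nor excludes them. For OTC, edgeR gave 57 lower and 5 higher.

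A peak inside Thy1 (chromosome 9, 44046603 to 44047436) ranged over 5.26 log2 units between groups, the widest of 18399 peaks with a mean of at least 200, the next being 4.59. The highest groups were aged OTC Ttad with 4748 normalized reads, aged Zfp219 Ttran with 3155, aged OTC Ttran with 2997, aged OTC Tterm with 894 and aged Zfp219 Ttad with 617. Young groups had 192 to 585 and aged Dusp5 groups 123 to 230, with 190.1 in Ttad. Aged OTC Tprog had 129, aged Zfp219 Tprog 205 and aged Zfp219 Tterm 130. The 10 other Thy1 peaks with a mean of at least 100 ranged over at most 1.64, and all 13 others, the weaker ones included, over at most 3.62. Carry-over of DNA of a single fragment, such as an amplicon or plasmid, is a candidate explanation, which rests on leaving out the weaker peaks. Replicates of a group differed by at most 0.60, which argues against carry-over into single libraries after replicates were separated.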
